A study of Homo sapiens with 8 samples. Its data were reported in "CRISPR screening identifies BET and mTOR inhibitor synergy in cholangiocarcinoma through serine glycine one carbon" (2024).

How the data were processed

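Gene expression was measured by RNA sequencing in 8 libraries, 1 for each of 4 treatments (vehicle, BETp, mTORi and BETp + mTORi) in the CCA cell lines SNU1079 and SSP25 after 48 h of treatment. Per the labels, libraries were strand-specific (dUTP method) and the genome build was GRCh37. The authors deposited gene-level TPM values, 1 table per cell line with 56269 genes each, and their processing notes name DESeq2 and edgeR. The aligner and the gene annotation are not given in the sources used here. TPM totals of the libraries ran from 998559 to 999362. The deposited TPM values keep no read depth, so neither the depth of a library nor the counting error of a low value could be given.

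Treatments were assigned to the table columns from the sample titles. No 2 libraries held identical values. Pairing came from the cell line: each treated library was compared with libraries of its own line. Correlations of log2 values across genes were 0.975 to 0.986 within a line and 0.789 to 0.807 between lines, so cell line was kept as a block. With 1 library per line and treatment, the 2 lines stood as replicates, and within 1 line a drug effect cannot be separated from a difference between single cultures.

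Values were transformed to log2(TPM + 1). Genes at 1 TPM or more in at least 2 libraries were kept, 16060 in all. Linear models were fitted in R 4.3.3 with limma 3.58.1 (lmFit, contrasts and eBayes with an intensity trend), with treatment and cell line as terms and 3 residual degrees of freedom. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all genes of a comparison, with calls at 0.05. Each drug and the combination were compared with vehicle, and the combination with each drug. Departure from additivity was the combination effect minus the sum of both single-drug effects. Differences between lines in a drug effect were tested in a model with line-by-drug terms and 2 residual degrees of freedom. After the data had been seen, a model of cell line, BETp and mTORi with 4 residual degrees of freedom was added to average each drug over the other.

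Gene groups were 36 lists written from general knowledge before the data were examined, as were the models, the alternatives and the rule for named genes, apart from additions said to be later. The SGOC list follows the pathway that the study chose from these samples. The camera test, which asks whether a list's genes rank higher or lower than all others, was run with its preset correlation of 0.01 between genes, and adjusted over the 36 lists within each comparison. It was repeated with the correlation estimated from the residuals, and beside it the rotation test fry, which asks whether a list's genes changed at all in 1 direction. Members were also adjusted over the list alone. Medians of lists per line were ranked among 10000 random lists matched on expression. Random lists lack the correlation among the genes of a real list, so extreme percentiles may overstate a shift.

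Genes named in the text followed a rule. It took 13 genes on which the study reported or which its drugs target. For each pairwise comparison it took the 5 largest rises and 5 largest falls among called genes that moved the same way in both lines with a mean of at least 5 TPM, filled up with uncalled genes of the largest shared change. For each called list it took the 2 members furthest in each direction and up to 4 called members, and for additivity and line differences the 3 genes of smallest adjusted p in each direction. For the averaged effects, up to 8 genes in each direction were taken by a rule set after the data had been seen. Gene positions are those of GENCODE 44 on GRCh37, matched by symbol for 34576 of 56269 genes, and mRNA lengths those of its canonical transcripts.

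The models were tested on simulated data of 16060 genes. For the combination against vehicle, 81% of genes planted at a log2 change of 1 and 98% at 2 were called, with 9 false calls. For the line difference these were 31% and 97% with 12 false calls, and for the averaged BETp effect 97% and 98% with 12 false calls. In the real data BETp against vehicle, tested in the same model as the combination, gave 1 call. Yet 88 genes changed at least 2-fold the same way in both lines. The simulated shares may thus overstate how many real changes were found. A list planted at -0.5 was called by camera with the preset correlation (adjusted p = 1.91e-35) but not with the estimated one (0.0584). A list that misses under an estimated correlation may therefore still have moved. Of 35 other lists, 0 were called. That does not show how often the preset correlation calls unmoved lists of strongly correlated genes, such as mitosis genes (estimated correlation 0.965 in the real data). Alternatives tried were a pseudocount of 0.1, no filter, a filter at 5 TPM, quantile normalization, robust eBayes without trend, no block and leaving out each library, and, added after the data had been seen, rescaling without the genes of the mitochondrial genome. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9.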

Results

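RNA sequencing measured gene expression in 2 human cholangiocarcinoma (CCA) cell lines, SNU1079 and SSP25, which were grown for 48 hours with vehicle, a BET degrader, an mTOR inhibitor or both drugs. BETp was ARV825 at 40 nM, a molecule that brings BET bromodomain proteins to the cereblon ubiquitin ligase for degradation. mTORi was AZD8055 at 50 nM, an inhibitor of the mTOR kinase, which drives protein synthesis and growth in response to nutrients. The labels give no doses for BETp + mTORi, called the combination here. Each treatment had 1 library per cell line, 8 libraries in all, so the 2 cell lines served as replicates. P-values of comparisons between treatments measure only the spread between the lines, real differences between them included, while those of the averaged effects also rest on departures from additivity, and those of line differences on such departures alone. Values were TPM, which keep no read depth, so the depth behind each value is unknown. Between 13308 and 14526 genes reached 1 TPM in a library. Correlations between libraries across genes ran from 0.975 to 0.986 within a line and from 0.789 to 0.807 between lines. Fold changes below are means of the 2 lines (n = 2) on the log2(TPM + 1) scale, which understates changes of low genes. The ± value is the SE of the model fitted to all 8 libraries, not that of the 2 lines' values. It is therefore the same for a gene in each comparison of 2 treatments. Averaged effects and line differences carry the SE of their own models.

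A few abundant gene groups took shares of the libraries that differed with treatment. Transcripts of the mitochondrial genome made up 14.4% of the TPM total with vehicle, 17.1% with BETp, 15.3% with mTORi and 19.2% with the combination in SNU1079, and 5.99%, 7.22%, 8.64% and 10.1% in SSP25. Ribosomal protein mRNAs took 18.6%, 16.5%, 21.5% and 20.0% in SNU1079 and 12.4%, 11.4%, 14.0% and 12.9% in SSP25, in the same order. Ferritin mRNAs (FTH1 and FTL) took 1.60%, 2.55%, 1.08% and 2.11% in SNU1079 and 4.72%, 7.28%, 4.63% and 7.49% in SSP25, again in that order. These shares carry no test. The median log2 change of all 16060 genes tested lay below 0, at -0.07 for BETp, -0.11 for mTORi and -0.19 for the combination against vehicle. Quantile normalization, which gives all libraries the same distribution, put these medians at about 0. Directions of gene groups are given relative to all other genes, which is what the list test compares.

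Genes of drug targets were examined first. BRD2, a BET family gene (GRCh37 chromosome 6, 32936371 to 32949282), had higher values under BETp in both lines, at 0.44 ± 0.11, without passing the test (limma adjusted p = 0.431). MTOR changed by -0.23 ± 0.14 under mTORi (adjusted p = 0.605), and CRBN, the substrate receptor of the ligase that ARV825 recruits, by -0.16 ± 0.13 under BETp (adjusted p = 0.727). Since ARV825 removes protein and AZD8055 blocks an enzyme, these mRNA levels do not check that either drug was active.

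BETp against vehicle asked what BET degradation alone did. Apart from short RNAs such as SNORA63 (5.44 ± 1.15) and U1 (3.43 ± 0.63), whose capture is uncertain, the highest values shared by both lines were in histone genes, none of which passed the test singly. HIST1H2AE, a core histone H2A gene (chromosome 6, 26217149 to 26217665), measured 2.27 ± 0.39 above vehicle, and HIST2H2BE, a core histone H2B gene (chromosome 1, 149856009 to 149858232), 2.06 ± 0.34. Lower values in both lines were found for CSF2, the cytokine GM-CSF (chromosome 5, 131409482 to 131411863), at -1.61 ± 0.25, and for SCG5, a secretory granule chaperone, at -1.28 ± 0.13. The list of BET family genes and genes known to respond to BET inhibition, most of them histone genes, was shifted up, with a median of 0.68 and 12 of 15 members higher in both lines (camera adjusted p = 8.68e-16). No member passed over all genes and 9 passed when adjusted over the list alone, and the call was lost at adjusted p = 0.445 with an estimated correlation.

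The 13 protein-coding genes of the mitochondrial genome, which encode subunits of the respiratory chain, were also shifted up by BETp, with a median of 0.27 and all 13 higher in both lines (camera adjusted p = 1.72e-09, adjusted p = 0.591 with an estimated correlation, 0 passing over all genes and 0 adjusted over the list alone). After quantile normalization that median was 0.13 (camera adjusted p = 0.0332). Targets of the antioxidant regulator NRF2 were shifted up with a median of 0.21 (camera adjusted p = 1.65e-05, adjusted p = 0.445 with an estimated correlation), and 0 members passed over all genes while 7 higher and 1 lower passed when adjusted over the list alone. Within that list the ferritin light chain FTL measured 1.01 ± 0.15 and the stress gene OSGIN1 0.88 ± 0.14, whereas the aldo-keto reductase AKR1C2 measured -1.13 ± 0.18. Ribosomal protein genes were shifted down, with a median of -0.16 and 58 of 75 lower in both lines (camera adjusted p = 9.63e-10, adjusted p = 0.597 with an estimated correlation, 0 passing over all genes and 0 adjusted over the list alone). Of 13 lists called by camera for BETp, these 4 kept the call with each library left out in turn and 9 did not. The only gene limma called for BETp was CTD-2224J9.4, a low transcript named here after its values were seen, at 11.79 and 11.17 TPM in the vehicle libraries of SNU1079 and SSP25 and listed at 0 in all 6 drug-treated libraries. That count of 1, against 1429 genes at an unadjusted p under 0.05, fell to 0 with either vehicle or either BETp library left out, was 4 without either mTORi library and 2 without either combination library.

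mTORi against vehicle asked what mTOR inhibition alone did. DDIT4, an mTOR-restraining stress gene (chromosome 10, 74033678 to 74035794), measured -1.74 ± 0.16 with values lower in both lines, just short of the threshold (limma adjusted p = 0.0612). AKR1B10, an aldo-keto reductase, measured -1.56 ± 0.34 and AKR1C2 -1.43 ± 0.18. The serine synthesis genes PSAT1 and PSPH measured -1.33 ± 0.32 and -1.19 ± 0.22. Ribosomal protein genes were shifted up under mTORi, with a median of 0.20 and 67 of 75 members higher in both lines (camera adjusted p = 2.67e-42, adjusted p = 0.348 with an estimated correlation, 0 passing over all genes and 0 adjusted over the list alone), in step with their larger share of the TPM total. After quantile normalization that median was 0.09 (camera adjusted p = 1.71e-05). RPS6, the ribosomal protein phosphorylated downstream of mTOR, measured 0.26 ± 0.10 in mRNA. Many ribosomal protein genes have processed pseudogenes nearly identical in sequence, and the share of reads lost to them is unknown.

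Genes of the integrated stress response and ATF4 targets outside serine metabolism were shifted down by mTORi, with a median of -0.52 (camera adjusted p = 4.03e-09, adjusted p = 0.348 with an estimated correlation). None of its 27 measured members passed over all genes, while 15 lower and 1 higher passed when adjusted over the list alone, among them CHAC1, which degrades glutathione, at -1.24 ± 0.27. ATF4 itself, at -0.16 ± 0.17, had higher TPM in SNU1079 and lower TPM in SSP25. Cytosolic tRNA synthetases, which charge tRNAs with amino acids, had a median of -0.44 (camera adjusted p = 5.76e-09, adjusted p = 0.348 with an estimated correlation), with 0 of 20 passing over all genes and 13 lower when adjusted over the list alone. NRF2 targets went the opposite way from BETp, with a median of -0.45 (camera adjusted p = 1.44e-10, adjusted p = 0.34 with an estimated correlation, 0 passing over all genes and 8 lower adjusted over the list alone). Mitochondrially encoded genes had a median of 0.29 (camera adjusted p = 4.96e-13, adjusted p = 0.471 with an estimated correlation, 0 passing over all genes and 0 adjusted over the list alone), which joined 0.09 in SNU1079, at percentile 78.7 of matched random lists, and 0.48 in SSP25, at percentile 100, and was 0.13 after quantile normalization (adjusted p = 0.0138). Mitosis genes were called up with a median of 0.09 that joined 0.73 in SNU1079 and -0.58 in SSP25 (camera adjusted p = 0.00551, adjusted p = 0.789 with an estimated correlation, 0 over all genes and 0 adjusted over the list alone), and the direction turned without the SNU1079 vehicle (median -0.40, adjusted p = 0.00759) or the SNU1079 mTORi library (-0.34, 0.0343), while quantile normalization put it at 0.24 (0.013). Ribosomal protein, stress response, tRNA synthetase, NRF2 and mitochondrially encoded lists, 5 of 14 called, kept the call with each library left out in turn, and the other 9 did not. Limma called 1 gene higher, AL109927.1 (chromosome 1, 28177085 to 28177255), at 2.52 ± 0.20, a very short gene whose reads are uncertain, and 1 lower, CTD-2224J9.4, against 1658 at an unadjusted p under 0.05. The count of 2 became 0 without the SNU1079 vehicle, either BETp or the SNU1079 mTORi library, 1 without either combination library, 3 without the SSP25 vehicle and 4 without the SSP25 mTORi library.

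Of the comparisons between 2 treatments, the combination against vehicle gave the most called genes, 47 higher and 244 lower of 16060 (limma with Benjamini-Hochberg adjustment), all 291 in the same direction in both lines. Among the lower genes, the chemokine CCL2 (chromosome 17, 32582293 to 32584227) fell by 3.05 ± 0.39 (adjusted p = 0.0335), going from 204.27 to 26.46 TPM in SNU1079 and from 22.98 to 1.62 TPM in SSP25. AKR1C2, which reduces steroids and aldehydes (chromosome 10, 5029967 to 5060223), fell by 2.55 ± 0.18 (adjusted p = 0.00635), and DDIT4 fell by 2.39 ± 0.16 (adjusted p = 0.00579). PCED1B (chromosome 12, 47473386 to 47630445) fell by 2.12 ± 0.33 (adjusted p = 0.0426). ZBTB45P2, a pseudogene, was called lower, at 12.13 TPM with vehicle and 1.90 TPM with the combination in SNU1079, and 4.22 TPM with vehicle and listed at 0 in SSP25. The largest called rises were in histone genes. HIST1H2AE rose by 2.58 ± 0.39 (adjusted p = 0.0416), HIST2H2BE by 2.30 ± 0.34, HIST1H2BG by 2.25 ± 0.21, the linker histone gene HIST1H1C (chromosome 6, 26055968 to 26056698) by 2.23 ± 0.20 and HIST2H4A by 2.11 ± 0.24. Histone genes have near-identical copies between which short reads cannot always be assigned, so the values of single copies are uncertain.

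The number called for the combination depended on the processing. Quantile normalization left 21 calls, of which 57.1% were higher, against 16.2% of the 291, and 20 of the 21 were among the 291. A filter at 5 TPM gave 657, 79 higher and 578 lower, with 276 of them among the 291, and a pseudocount of 0.1 gave 86. Leaving out a library gave 0 calls without the SNU1079 vehicle or either combination library, 6 without the SSP25 vehicle, 9 without either BETp library, and 136 and 135 without the SNU1079 and SSP25 mTORi libraries. A fit without the cell line block called 0 genes. The 291 genes kept their sign in each of these fits in which they were tested. Called genes that all moved the same way in both lines could hardly change sign, so this says little about robustness.

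**Figure D1:**
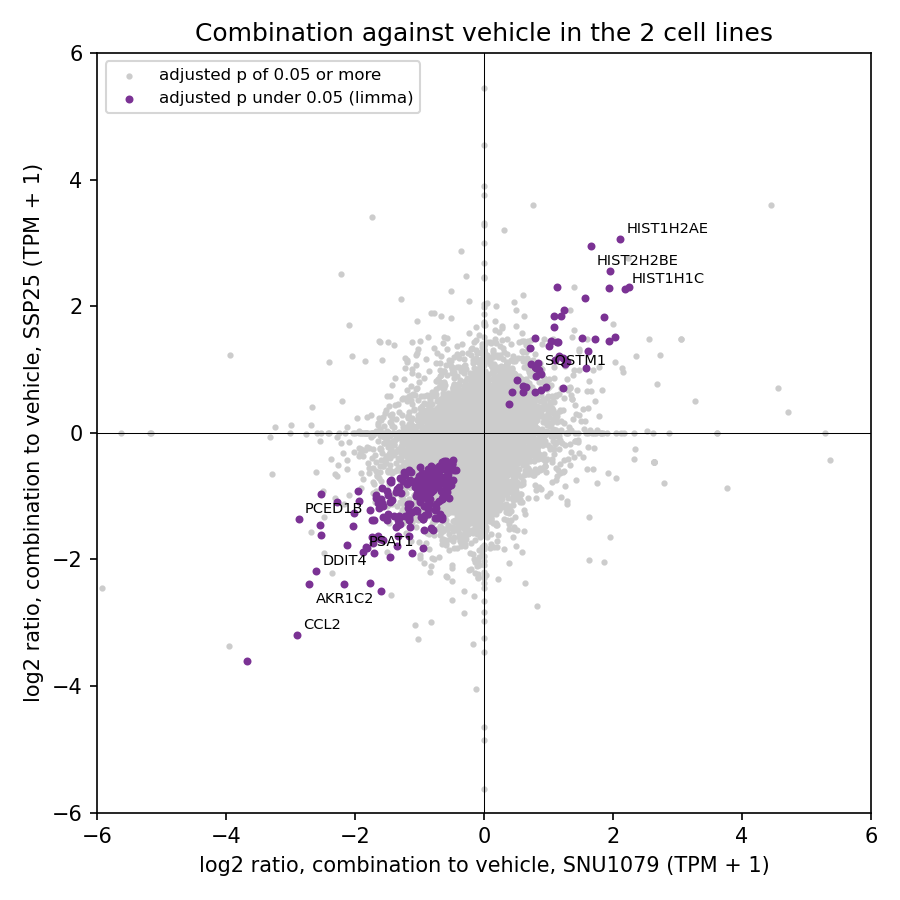
Log2 ratio (TPM + 1) of the combination to vehicle for 16060 genes in SNU1079 (horizontal) and SSP25 (vertical). The 291 genes called by limma are in purple, 47 in the upper right quadrant and 244 in the lower left, the latter including CCL2, AKR1C2 and DDIT4.

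Serine, glycine and one-carbon (SGOC) metabolism supplies building blocks for nucleotides and methylation, and the study selected this pathway from these samples, so its list is not independent evidence of its direction. Under the combination, PSAT1, the aminotransferase of serine synthesis (chromosome 9, 80912041 to 80945009), fell by 1.89 ± 0.32 (limma adjusted p = 0.0461). PSPH, the phosphatase of the same pathway (chromosome 7, 56078744 to 56119297), fell by 1.39 ± 0.22 (adjusted p = 0.0426), CBS, which makes cystathionine from serine and homocysteine, fell by 1.69 ± 0.27, and the mitochondrial folate enzyme MTHFD2 fell by 1.31 ± 0.18. Of 29 measured members 5 fell when adjusted over all genes, and 12 fell when adjusted over the list alone. The median of -0.52 lay below that of all genes (camera adjusted p = 0.000372, adjusted p = 0.429 with an estimated correlation). The fry test, which compares the list with no change rather than with other genes, gave an adjusted p of 0.0321 while the median of all genes was -0.19. Fry called 11 of the 36 lists under the combination, so its call was not specific to SGOC genes. It called 0 lists for BETp or mTORi against vehicle, for the combination against either drug and for additivity. After quantile normalization the median was -0.29 (camera adjusted p = 0.000173). The list's median was -0.35 in SNU1079, at percentile 2.4 of 10000 expression-matched random lists, and -0.51 in SSP25, at percentile 0.02. Those random lists lack the correlation among SGOC genes, estimated at 0.147, so the percentiles may overstate the shift.

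Values of single SGOC genes are given here per library, and no test compared these genes with each other. PSAT1 stood at 184.66 TPM with vehicle, 98.45 with BETp, 109.13 with mTORi and 49.33 with the combination in SNU1079. In SSP25 it stood at 254.14, 179.10, 67.10 and 67.84 TPM, so there the combination was no lower than mTORi alone. PSPH likewise stood at 216.86, 132.17, 116.56 and 76.72 TPM in SNU1079 and at 49.24, 37.99, 16.80 and 19.56 TPM in SSP25. PHGDH, the first enzyme of serine synthesis (chromosome 1, 120191034 to 120286841), was listed at 0.24 TPM or less in all 4 SNU1079 libraries, too low for a fold change, and at 85.53, 65.36, 24.41 and 18.48 TPM in SSP25. Its combined change under the combination, -1.18 ± 0.48, did not pass (adjusted p = 0.183). The SGOC list was also shifted down by BETp alone, with a median of -0.18, -0.11 in SNU1079 at percentile 7.33 and -0.28 in SSP25 at percentile 0.06 (camera adjusted p = 0.0359, adjusted p = 0.715 with an estimated correlation, 0 of 29 passing over all genes and 0 adjusted over the list alone), a call lost without the SSP25 vehicle (adjusted p = 0.508) or the SNU1079 BETp library (0.483). Quantile normalization put that median at -0.12 (adjusted p = 0.0264). Under mTORi alone its median was -0.23, -0.13 in SNU1079 at percentile 43.6 and -0.41 in SSP25 at percentile 0 (camera adjusted p = 0.000917, adjusted p = 0.494 with an estimated correlation, 0 over all genes and 3 lower adjusted over the list alone), a call lost without the SSP25 vehicle (adjusted p = 0.104) or the SSP25 mTORi library (0.133), and the median was -0.11 after quantile normalization (0.00212). MYC and ATF4, transcription factors that regulate serine synthesis genes elsewhere, changed by 0.06 ± 0.11 and -0.49 ± 0.17 under the combination and did not pass (adjusted p = 0.759 and 0.135).

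**Figure D2:**
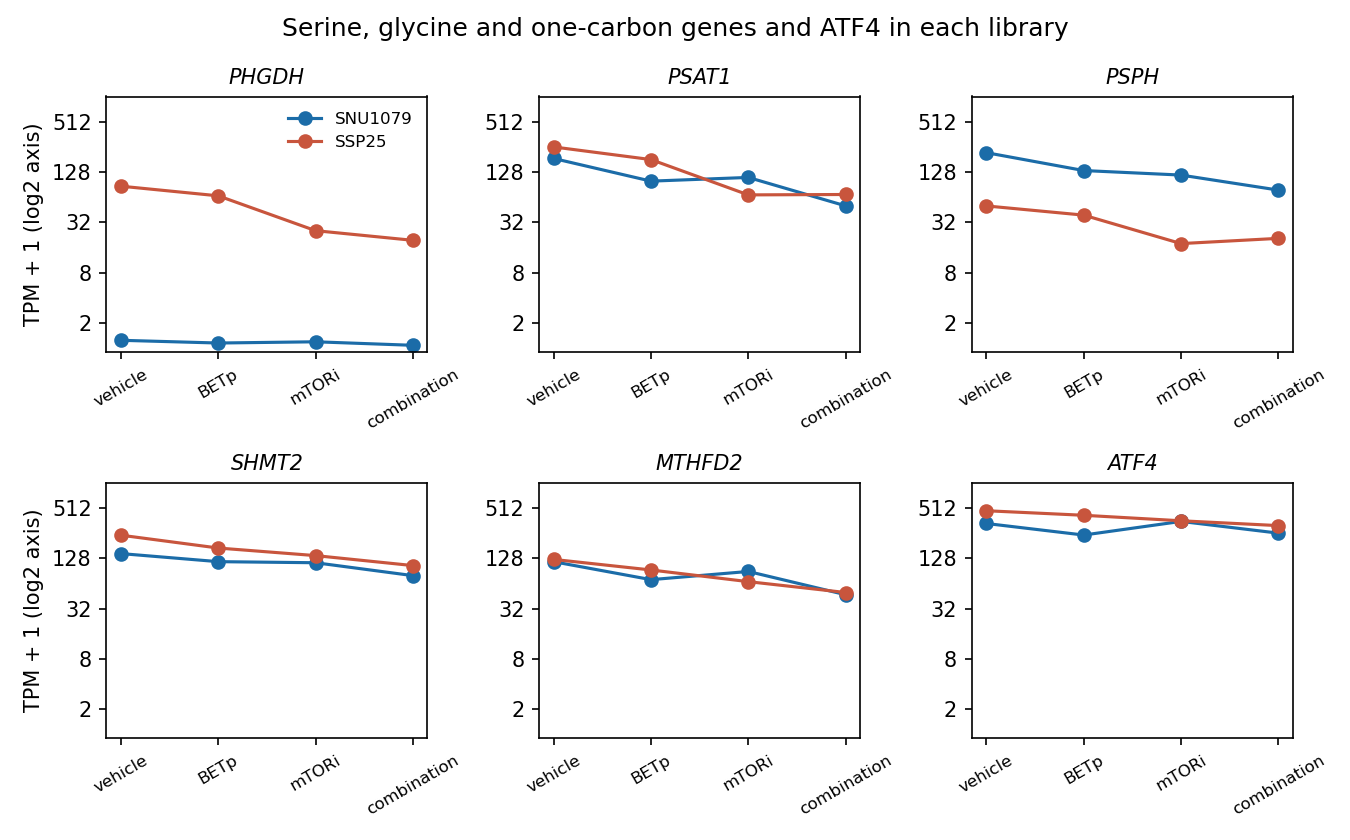
TPM + 1 on a log2 axis for 5 SGOC genes and ATF4 in the 4 treatments, with 1 library per point and lines joining libraries of SNU1079 (blue) and SSP25 (red). PSAT1 reached 49.33 TPM in SNU1079 and 67.84 TPM in SSP25 under the combination, and PHGDH was near the floor in SNU1079.

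The tRNA synthetase, integrated stress response and retinoid lists were also called down under the combination. Whether they moved together with the SGOC genes was not tested. Of 20 tRNA synthetase genes, 9 fell under the combination when adjusted over all genes and 15 when adjusted over the list alone, including MARS (-1.21 ± 0.20), CARS (-1.11 ± 0.17) and WARS (-1.03 ± 0.13), which charge methionine, cysteine and tryptophan tRNAs. Their median was -0.66 (camera adjusted p = 3.75e-07, adjusted p = 0.305 with an estimated correlation). Of 27 integrated stress response genes, 9 fell over all genes, and 19 lower and 1 higher passed when adjusted over the list alone, with a median of -0.73 (camera adjusted p = 8.42e-06, adjusted p = 0.305 with an estimated correlation). TRIB3, a pseudokinase induced by ATF4 (chromosome 20, 343479 to 378203), fell by 1.81 ± 0.24, NUPR1, a stress-induced chromatin protein (chromosome 16, 28544029 to 28550329), fell by 1.74 ± 0.12 and CHAC1 fell by 1.50 ± 0.27. Retinoid metabolism genes had a median of -0.67 (camera adjusted p = 0.000961, adjusted p = 0.305 with an estimated correlation), with 2 of 19 lower over all genes, the retinol receptor STRA6 (-1.63 ± 0.18) and RARRES3 (-1.23 ± 0.17), and 9 lower adjusted over the list alone. Quantile normalization put the retinoid median at -0.44 (camera adjusted p = 6.26e-05).

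Groups shifted up relative to other genes were fewer. Of 15 BET-responsive genes, 6 rose over all genes, all of them histone genes, and 9 higher and 1 lower passed when adjusted over the list alone, with a median of 0.62 (camera adjusted p = 2.73e-13, adjusted p = 0.305 with an estimated correlation). HIST1H2BD, for example, rose by 1.71 ± 0.26 and HIST3H2A by 1.25 ± 0.17. Of the 13 mitochondrially encoded genes, MT-CO1 (0.67 ± 0.12) and MT-ATP6 (0.54 ± 0.09) rose over all genes and 13 rose when adjusted over the list alone, with a median of 0.57 (camera adjusted p = 8.16e-19, adjusted p = 0.305 with an estimated correlation) that was 0.26 after quantile normalization (camera adjusted p = 0.00162). YAP targets had a median of 0.16 (camera adjusted p = 0.000218, adjusted p = 0.305 with an estimated correlation), with 1 of 20 higher over all genes, the matricellular gene CTGF (1.28 ± 0.20), and 2 higher and 1 lower adjusted over the list alone. Ribosomal protein genes had a median of 0.08 (camera adjusted p = 4.1e-11, adjusted p = 0.429 with an estimated correlation, 0 passing over all genes and 0 adjusted over the list alone), a call that ended under quantile normalization (median 0.02, adjusted p = 0.8). Immediate stress response genes had a median of 0.01 (camera adjusted p = 0.00515, adjusted p = 0.305 with an estimated correlation), with 0 over all genes and 2 higher adjusted over the list alone. Targets of FOXO factors were called up although their median was -0.01 and their mean -0.02 (camera adjusted p = 0.0256, adjusted p = 0.338 with an estimated correlation), with TXNIP (1.12 ± 0.16) and IRS2 (0.91 ± 0.16) higher over all genes and 3 higher and 1 lower adjusted over the list alone. That call was lost without the SSP25 vehicle library (adjusted p = 0.281) and under quantile normalization (0.0514), where the median was 0.16. The autophagy receptor SQSTM1 (chromosome 5, 179233398 to 179265078) rose by 0.92 ± 0.09 as the only 1 of 35 lysosome and autophagy genes called over all genes, with 1 higher and 2 lower adjusted over the list alone and a list median of 0.05, -0.07 in SNU1079 and 0.10 in SSP25 (camera adjusted p = 0.000574, adjusted p = 0.605 with an estimated correlation). Other medians of this group were larger after quantile normalization, at 0.38 for YAP targets, 0.23 for lysosome and autophagy genes and 0.16 for immediate stress response genes, with the calls kept (camera adjusted p = 0.000263, 0.000173 and 0.0132). Rescaling without mitochondrial genes, chosen after the data had been seen, kept the calls of ribosomal protein genes and FOXO targets. Their medians were then 0.15 and 0.06 (camera adjusted p = 1.94e-17 and 0.0279). Medians of YAP, lysosome and immediate stress response genes were 0.24, 0.12 and 0.09 (camera adjusted p = 0.000164, 0.000164 and 0.00224).

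**Figure D3:**
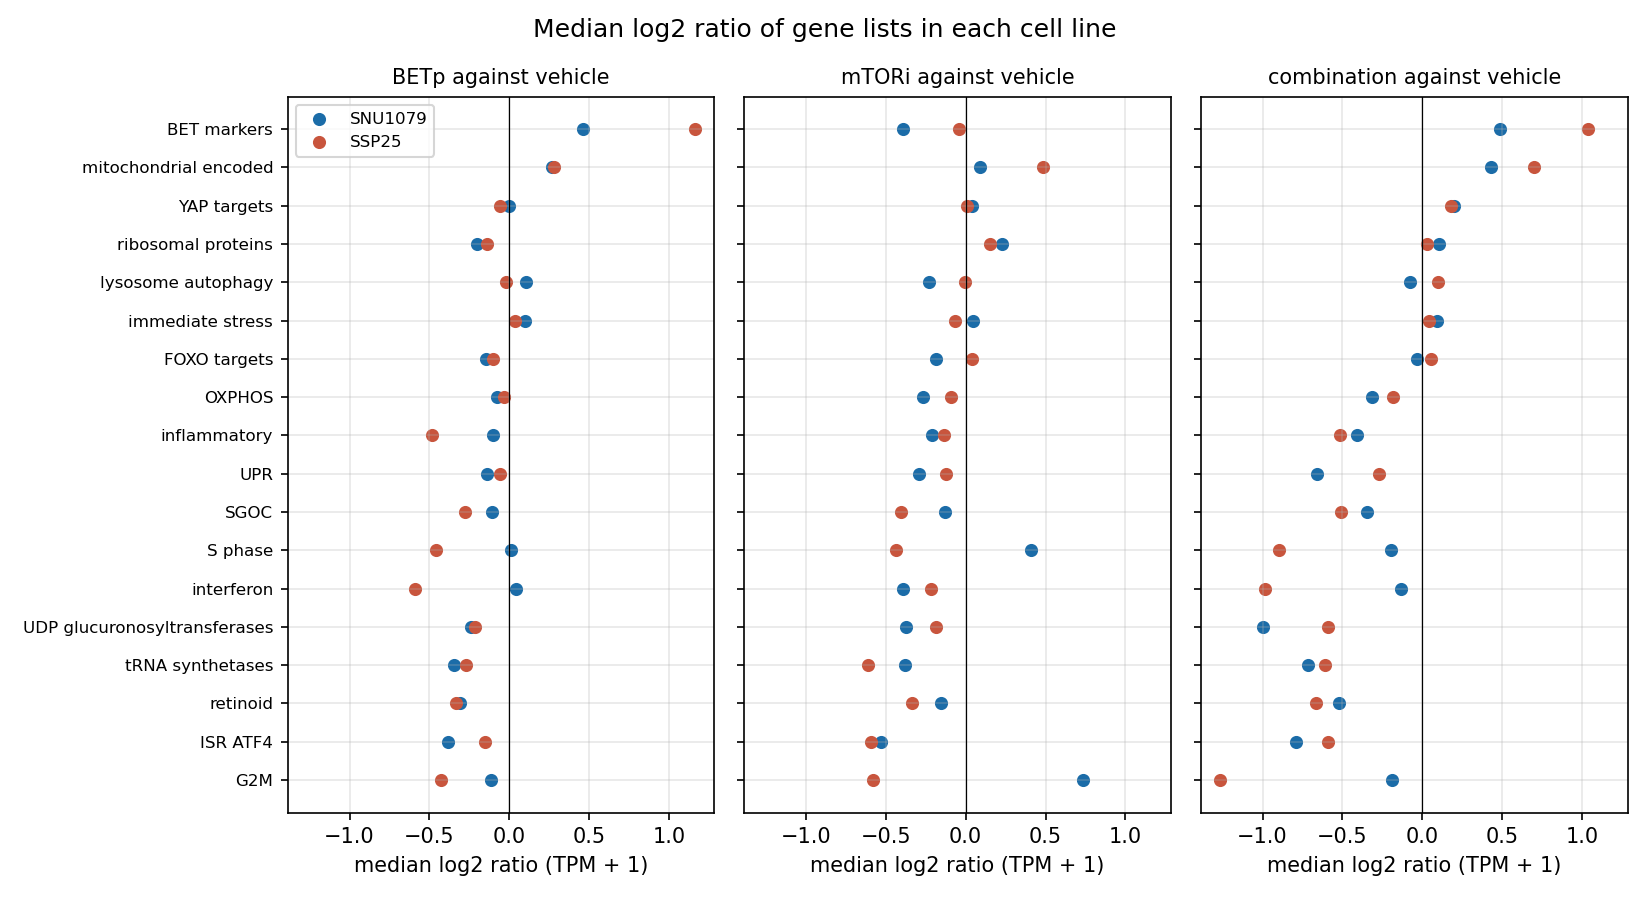
Median log2 ratio (TPM + 1) to vehicle of the 18 gene lists called by camera under the combination, per cell line (SNU1079 blue, SSP25 red), for BETp, mTORi and the combination. The mitosis list (G2M) lay at 0.73 in SNU1079 and -0.58 in SSP25 under mTORi and at -0.19 and -1.27 under the combination, and the ribosomal protein and FOXO lists, near 0 under the combination, lost their calls under quantile normalization.

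The remaining 7 lists called down each lost the call with some library left out. Mitosis genes had a median of -0.78 under the combination, -0.19 in SNU1079 and -1.27 in SSP25 (camera adjusted p = 0.000218, adjusted p = 0.676 with an estimated correlation), with 0 of 30 passing over all genes and 0 adjusted over the list alone, and PLK1, a mitotic kinase, at -1.18 ± 0.34. DNA replication genes had a median of -0.54, -0.20 in SNU1079 and -0.90 in SSP25 (camera adjusted p = 0.000574, adjusted p = 0.676 with an estimated correlation, 0 of 32 over all genes and 0 adjusted over the list alone). In SNU1079 the 2 lists lay at percentiles 61.8 and 55.2 of matched random lists and in SSP25 both at percentile 0, a difference between lines that was not tested for this comparison and set against random lists that lack the correlation among these genes. Both calls were lost without the SSP25 vehicle (adjusted p = 0.367 and 0.539) or the SSP25 combination library (0.137 and 0.0582). Of 16 unfolded protein response genes, 4 fell over all genes, including XBP1 (-0.80 ± 0.11) and PDIA6 (-0.71 ± 0.09), and 8 when adjusted over the list alone, with a median of -0.48 (camera adjusted p = 0.00254, adjusted p = 0.605 with an estimated correlation), a call lost without the SNU1079 vehicle (adjusted p = 0.0896). UGT1A1 (-1.76 ± 0.20) and UGT1A6 (-1.63 ± 0.19), glucuronidation genes that share exons and cannot be told apart fully, fell among 9 UDP-glucuronosyltransferases over all genes, and 2 when adjusted over the list alone (median -0.59, camera adjusted p = 0.00877, adjusted p = 0.305 with an estimated correlation), a call lost without the SNU1079 vehicle (adjusted p = 0.0524). Of 31 inflammatory genes, CCL2 and CXCL2 (-1.22 ± 0.22) fell over all genes, with 4 lower and 1 higher adjusted over the list alone (median -0.44, camera adjusted p = 0.0496, adjusted p = 0.598 with an estimated correlation). The inflammatory call was lost without either vehicle library (adjusted p = 0.0569 for SNU1079 and 0.082 for SSP25) or the SNU1079 combination library (0.0613). Of 33 interferon-responsive genes, USP18 (-1.14 ± 0.18) fell over all genes and 1 when adjusted over the list alone, with a median of -0.56, -0.14 in SNU1079 and -0.98 in SSP25 (camera adjusted p = 0.0156, adjusted p = 0.74 with an estimated correlation), a call lost without the SSP25 vehicle (adjusted p = 0.423) or the SSP25 combination library (0.967). Nuclear-encoded respiratory chain genes had a median of -0.27 (camera adjusted p = 0.000872, adjusted p = 0.598 with an estimated correlation, 0 of 39 over all genes and 8 lower adjusted over the list alone), opposite to the mitochondrially encoded ones, a call lost without the SNU1079 vehicle (adjusted p = 0.0906) and under quantile normalization (median -0.07, adjusted p = 0.103). Quantile normalization kept the calls of the replication, unfolded protein response and inflammatory lists at smaller medians of -0.30, -0.29 and -0.26 (camera adjusted p = 0.000173, 0.00345 and 0.00151).

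Markers of other cells and states were read in the same comparison. Camera called none of the lists for hepatocytes (median -0.37, adjusted p = 0.279), immune and endothelial cells (-0.49, 0.609, only 2 genes measured), mesenchymal cells (-0.27, 0.258) or cholangiocytes (-0.20, 0.609) under the combination, nor those for pro-apoptotic genes (-0.34, 0.0798), anti-apoptotic genes (-0.27, 0.182) or MYC with ribosome biogenesis (-0.20, 0.175).

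The combination against BETp asked what mTORi added. DDIT4 measured -2.01 ± 0.16 (adjusted p = 0.0698), CCL2 -1.82 ± 0.39, and the cytokine gene IL18 0.99 ± 0.20, with both lines on the same side for each. Ribosomal protein genes were shifted up with a median of 0.23 and 67 of 75 higher in both lines (camera adjusted p = 2.17e-50, adjusted p = 0.291 with an estimated correlation, 0 over all genes and 31 higher adjusted over the list alone), as they were for mTORi alone. NRF2 targets (median -0.34, camera adjusted p = 2.77e-06, adjusted p = 0.291 with an estimated correlation, 0 over all genes and 7 lower adjusted over the list alone) and tRNA synthetases (median -0.36, camera adjusted p = 9.39e-07, adjusted p = 0.306 with an estimated correlation, 0 over all genes and 11 lower adjusted over the list alone) were shifted down. BET-responsive genes were called up with a median of -0.003 and a mean of 0.05 (camera adjusted p = 0.041, adjusted p = 0.561 with an estimated correlation), with 0 over all genes and 0 adjusted over the list alone. That call was lost without the SNU1079 BETp (adjusted p = 0.174), SSP25 BETp (0.0637) or SSP25 combination library (0.767), and under quantile normalization (0.0556), where the median was 0.14. Fatty acid synthesis genes such as SCD (-0.67 ± 0.15) had a median of -0.26 (camera adjusted p = 0.00607, adjusted p = 0.305 with an estimated correlation, 0 over all genes and 3 lower adjusted over the list alone), a call lost without the SNU1079 combination library (adjusted p = 0.0519). After quantile normalization the medians were 0.13 for ribosomal protein genes (camera adjusted p = 1.37e-07), -0.21 for tRNA synthetases (1.69e-05), -0.12 for fatty acid synthesis genes (0.00989) and -0.19 for DNA replication genes (0.00149). The SGOC list had a median of -0.28 (camera adjusted p = 0.000524, adjusted p = 0.467 with an estimated correlation, 0 of 29 over all genes and 6 lower adjusted over the list alone), a call lost without the SSP25 BETp library (adjusted p = 0.0563), and -0.13 after quantile normalization (0.00132). Integrated stress response genes had a median of -0.49 (camera adjusted p = 2.95e-05, adjusted p = 0.305 with an estimated correlation, 0 of 27 over all genes and 13 lower adjusted over the list alone). Mitosis genes had a median of -0.56, -0.13 in SNU1079 and -0.92 in SSP25 (camera adjusted p = 0.000336, adjusted p = 0.704 with an estimated correlation), and DNA replication genes of -0.35, -0.22 in SNU1079 and -0.46 in SSP25 (camera adjusted p = 0.0022, adjusted p = 0.716 with an estimated correlation), with 0 over all genes and 0 adjusted over the list alone for both, and both calls were lost without the SSP25 BETp (adjusted p = 0.642 and 0.127) or the SSP25 combination library (0.782 and 0.501). Of 17 lists called by camera in this comparison, 8 kept the call with each library left out in turn, the ribosomal protein, NRF2, tRNA synthetase and stress response lists among them. Limma called 0 genes here, against 1840 at an unadjusted p under 0.05, and 1 gene without either vehicle library or without the SSP25 BETp library.

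The combination against mTORi asked what BETp added. HIST1H1C rose by 2.61 ± 0.20 and SQSTM1 by 1.23 ± 0.09 (limma adjusted p = 0.0306 for both), with SQSTM1 going from 686.32 to 1566.14 TPM in SNU1079 and from 2066.15 to 4997.87 TPM in SSP25. FTL measured 1.33 ± 0.15, SCG5 -1.40 ± 0.13 and INHBA, a TGF-beta family ligand, -1.35 ± 0.17, with the same sign in both lines but no call. Mitosis genes were shifted down with a median of -0.83, lower in both lines for all 30 members, -0.93 in SNU1079 and -0.74 in SSP25 (camera adjusted p = 1.41e-10, adjusted p = 0.589 with an estimated correlation, 0 over all genes and 0 adjusted over the list alone). DNA replication genes had a median of -0.51 with 30 of 32 lower in both lines (camera adjusted p = 1.28e-08, adjusted p = 0.589 with an estimated correlation, 0 over all genes and 0 adjusted over the list alone). BET-responsive genes had a median of 1.37 (camera adjusted p = 2.05e-15, adjusted p = 0.372 with an estimated correlation, 1 higher over all genes and 10 adjusted over the list alone), and NRF2 targets 0.24 (camera adjusted p = 2.45e-06, adjusted p = 0.372 with an estimated correlation, 0 over all genes and 8 higher and 1 lower adjusted over the list alone). The SGOC list was not called here, with a median of -0.26 (camera adjusted p = 0.0541), though it was after quantile normalization (median -0.18, adjusted p = 0.0438). Camera called 13 lists in this comparison. The 2 calls of single genes, among 2145 at an unadjusted p under 0.05, were 0 under quantile normalization and without the SNU1079 mTORi or either combination library, 1 without either BETp library and 5 without the SSP25 mTORi library.

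Departure from additivity asked whether the combination differed from the sum of the single-drug log2 changes. Mitosis genes lay below the sum with a median departure of -0.59, with all 30 lower than additive in both lines, -0.88 in SNU1079 and -0.34 in SSP25 (camera adjusted p = 1.96e-10, adjusted p = 0.952 with an estimated correlation, 0 over all genes and 0 adjusted over the list alone). DNA replication genes had a median departure of -0.32, -0.63 in SNU1079 and -0.05 in SSP25 (camera adjusted p = 2.95e-07, adjusted p = 0.952 with an estimated correlation, 0 over all genes and 0 adjusted over the list alone). Without the SNU1079 vehicle library both calls were lost (adjusted p = 0.254 and 0.954), as they were without the SNU1079 mTORi library (0.132 and 0.367). Camera called 5 further lists of 7 in all, with medians of 0.32 for BET-responsive genes (camera adjusted p = 0.0232), 0.16 for FOXO targets (0.0233) and 0.10 for YAP targets (0.0394), and of -0.13 for unfolded protein response genes (0.0499) and -0.11 for cholesterol synthesis genes (0.0408). Each of these 5 had an adjusted p = 0.952 with an estimated correlation, 0 members over all genes and 0 adjusted over the list alone, and each call was lost with at least 1 of the libraries left out. Quantile normalization also ended the calls of YAP targets (adjusted p = 0.0531), unfolded protein response genes (0.0805) and cholesterol synthesis genes (0.0594). The SGOC list was not called for a departure from additivity, with a median of -0.02 (camera adjusted p = 0.979), and PSAT1 departed by 0.14 ± 0.45. Limma called 0 genes, against 322 at an unadjusted p under 0.05, and 1 gene without the SSP25 BETp, SSP25 mTORi or SSP25 combination library.

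**Figure D4:**
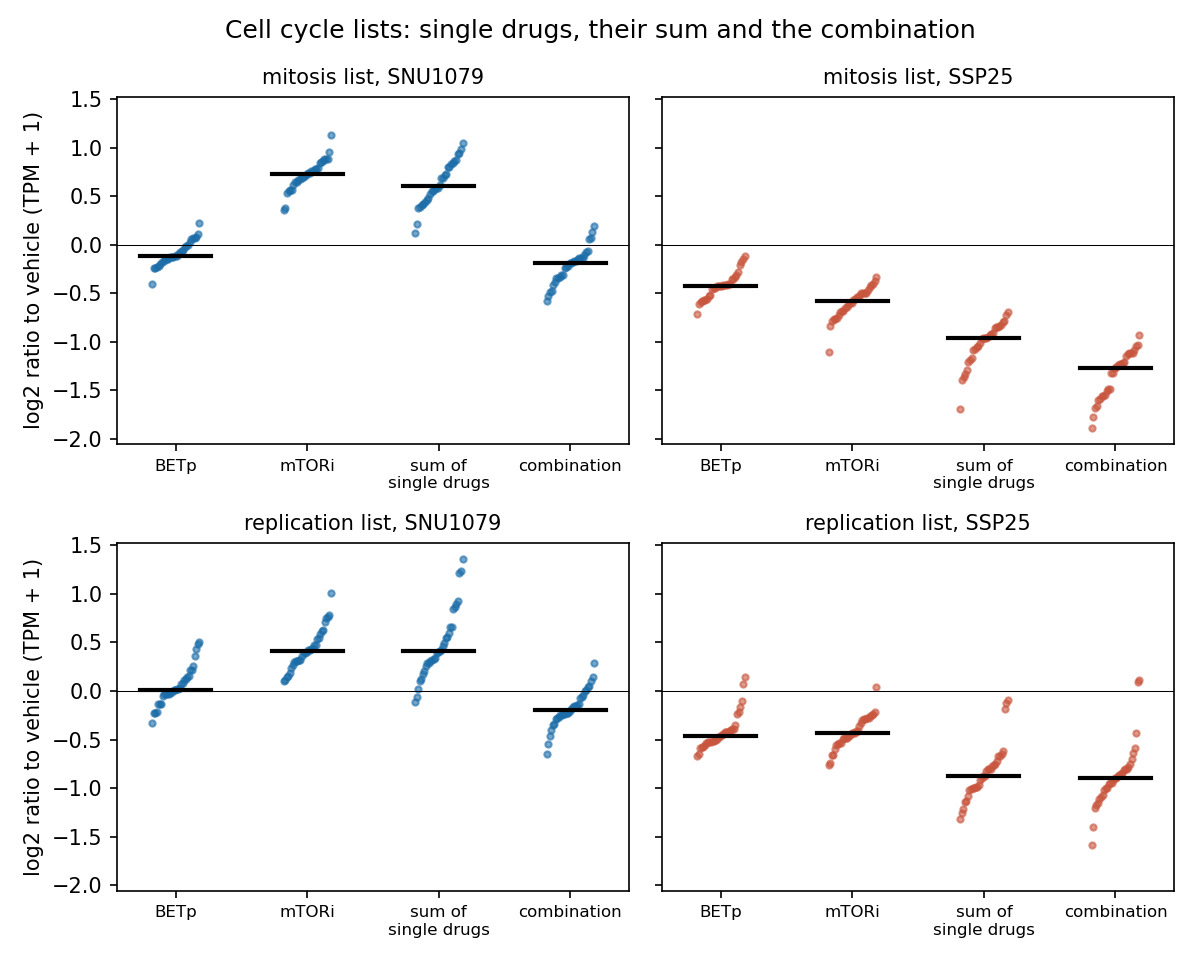
Log2 ratio to vehicle (TPM + 1) of each gene of the mitosis and replication lists in SNU1079 (blue) and SSP25 (red) for BETp, mTORi, the sum of the single drugs and the combination, with black bars at medians. Under mTORi the mitosis median was 0.73 in SNU1079 and -0.58 in SSP25, and under the combination it was -0.19 and -1.27.

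Averaging each drug over both lines and over the other drug used all 8 libraries and 4 residual degrees of freedom, a fit added after the data had been seen. BETp then raised 74 genes and lowered 218 (limma), including the histone genes HIST2H2BE (2.28 ± 0.24), HIST1H1C (2.25 ± 0.18) and HIST1H2BG (2.11 ± 0.15), while CSF2 (-1.63 ± 0.16), CCL2 (-1.60 ± 0.29) and SCG5 (-1.34 ± 0.09) fell. mTORi raised 26 genes, including SCG5 (0.95 ± 0.09), the growth factor GAS6 (0.83 ± 0.13) and IL18 (0.81 ± 0.14), and lowered 142, including DDIT4 (-1.87 ± 0.11), AKR1C2 (-1.43 ± 0.12), PSAT1 (-1.26 ± 0.21) and CHAC1 (-1.20 ± 0.18). These counts of 292 and 168 became 175 and 9 after quantile normalization and 156 and 55 after rescaling without mitochondrial genes. With libraries left out, the BETp count of 292 was 224 without the SNU1079 vehicle, 69 without the SSP25 vehicle, 48 and 58 without the SNU1079 and SSP25 BETp, 51 and 48 without the mTORi and 37 and 46 without the combination libraries. The mTORi count of 168 was 1 and 4 without the vehicle, 2 and 4 without the BETp, 7 and 4 without the mTORi and 1 and 3 without the combination libraries, SNU1079 first.

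Between cell lines, 162 genes changed at least 2-fold the same way under the combination, 51 up against 4.1 for independent lists and 111 down against 32.6, and 33 went opposite ways against 23.1. For BETp 57 were higher and 31 lower in both, against 2.75 and 4.36, and 28 went opposite ways against 6.92. For mTORi 14 were higher and 19 lower, against 1.52 and 3.13, and 28 went opposite ways against 4.5. Opposite changes exceeded independence too, so the excess of shared ones does not by itself mark a shared effect, least of all for mTORi. These counts carry no test. Across genes, which are not independent replicates, the changes from vehicle correlated between lines at r = 0.191 for BETp, 0.0314 for mTORi and 0.262 for the combination. Effects averaged over the presence of the other drug correlated between lines at r = 0.314 for BETp and 0.118 for mTORi. These averaged effects of the 2 drugs correlated at r = 0.16 as means of both lines, at 0.13 for BETp in SNU1079 against mTORi in SSP25, and at 0.000175 the other way around. A test of the difference between lines in the BETp effect called 1 gene, SNORA3B (limma adjusted p = 0.0238), against 1984 at an unadjusted p under 0.05, and 0 with any library left out but 37 with a filter at 5 TPM. For mTORi it called 0, or 9 with that filter, against 2282 at an unadjusted p under 0.05, with PHGDH among the genes of smallest adjusted p (-1.69 ± 0.17 in SSP25 relative to SNU1079, where it was near the floor, adjusted p = 0.213).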

Values the study reported

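Of the SGOC genes, the study singled out 2, PHGDH and PSAT1, and described less RNA of both with either drug and least with the pair.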

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

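Of the tests weighed here, the splits of libraries were chosen before their results were seen, and the tests of length in its present form, of composition, of single libraries and of PHGDH counting, and the limit to splits with 2 libraries of each line on either side, only after. Differences between the cell lines in a drug effect were tested for genes and for lists, given as SSP25 minus SNU1079 in log2 units. For genes, SNORA3B, a small nucleolar RNA, differed in the BETp effect by -5.43 ± 0.22 (limma adjusted p = 0.0238), at 0, 46.65, 0 and 37.99 TPM in SNU1079 with vehicle, BETp, mTORi and the combination and listed at 0 in all 4 SSP25 libraries. Short RNAs are poorly captured by such libraries, and the call was lost with any library left out.

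Camera called 8 lists different between lines for BETp. Interferon-responsive genes differed by -0.957, inflammatory genes by -0.332, MHC class I genes by -0.275 and lysosome genes by -0.105, lower in SSP25 relative to SNU1079. Glycolysis and hypoxia genes differed by 0.197, integrated stress response genes by 0.195, tRNA synthetases by 0.195 and hepatocyte markers by 0.534. For mTORi 9 lists were called, among them mitosis genes at -1.02, DNA replication genes at -0.554, ribosomal protein genes at -0.0969 and SGOC genes at -0.0825. Mitochondrially encoded genes differed by 0.326, lysosome genes by 0.286, unfolded protein response genes by 0.256, cholesterol synthesis genes by 0.235 and nuclear-encoded respiratory chain genes by 0.118. None of these 17 lists was called with an estimated correlation (smallest adjusted p = 0.771 for BETp and 0.713 for mTORi) or by fry. In the single comparison of mTORi with vehicle, mitosis genes moved by 0.733 in SNU1079 and -0.581 in SSP25 and replication genes by 0.41 and -0.434, a difference that was not tested for this pair of libraries.

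The first pattern weighed is that ribosomal protein mRNAs stood higher under mTORi in both lines. Gene length bias is argued against as the whole cause, since the list lay at percentile 100 in both lines among lists matched on expression and mRNA length (median 958 nucleotides against 869 for the list, but a mean log2 level of 10.0 against 10.8). The list's median was 0.226 in SNU1079 and 0.152 in SSP25, and that of the matched lists -0.0416 and 0.0273. All genes stood lower, at -0.0969 and -0.109, and shorter genes ran higher across all genes (Spearman -0.0894 and -0.162). Length or expression thus stays open for part of the size, more so in SSP25. A common scaling of all genes by the composition of the TPM total is argued against as the whole cause, since the list's median exceeded that of all genes by 0.261 in the line nearer 0 and 0.323 in the other. Rescaling without mitochondrial genes moved the median from 0.20 to 0.23, but quantile normalization, which also removes differences that vary with expression, lowered it to 0.09 with the call kept (adjusted p = 1.71e-05, against 0.348 with an estimated correlation before normalization), so such a difference stays open for part of the size. Slower decay of mRNAs with a 5′ terminal oligopyrimidine tract may contribute but was not tested, and reads shared with pseudogenes stay open.

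The second pattern is that mitosis and replication genes lay below additivity in the combination. Composition, which scales all genes of a library alike, is argued against by SNU1079, where the median departure differed from that of all genes by -0.842 for mitosis and -0.598 for replication genes (-0.358 and -0.0693 in SSP25). The camera adjusted p of 0.952 with an estimated correlation joins both lines, so it does not test SSP25 alone. In SSP25 replication genes departed by only -0.0528 (percentile 4.79 among matched random lists), so a high SNU1079 mTORi library alone stays open for them. Mitosis genes departed there by -0.342 (percentile 0), but those random lists lack the correlation among these genes. Each SSP25 treatment also had 1 library. For mitosis genes, too, the explanation thus stays open of a high SNU1079 mTORi library alone. Without that library the mitosis call was lost (median -0.15, adjusted p = 0.132), as it was without the SNU1079 vehicle (-0.12, 0.254). A stronger arrest of division by both drugs may underlie the pattern but was not tested here. By flow cytometry, the study found smaller S and G2/M fractions with the combination than with single drugs in both lines. It found a larger G0/G1 fraction. In SSP25 mitosis genes fell well below all genes under the combination. In SNU1079, where the departure was larger, they lay about as far below vehicle as all genes did. The departure there came with a mitosis median of 0.733 under mTORi. Cell density or growth state of single cultures stays open, as each line and treatment had 1 library.

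The third pattern is that PHGDH was near 0 TPM in SNU1079 and that PSAT1 was no lower in the SSP25 combination than under mTORi. A failure to count PHGDH in SNU1079 stays open. Its lowest SSP25 value, 18.48 TPM, comes from a separate table. The study blotted PHGDH protein in SNU1079 cells and reported a stepwise fall, with either drug and further with both. A combination library of SSP25 that held only cells given mTORi alone is argued against by the BET-responsive list. In SSP25 that list was higher in the combination than under mTORi by a median of 1.31, at percentile 100. HIST1H1C, a member of the list, and SQSTM1 measured 2.32 and 1.27 there, but their calls join both lines. No biological explanation was tested for either part.

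For the number of genes called in the averaged effects, 292 for BETp and 168 for mTORi, the splits that keep 2 libraries of each line on either side number 18, too few for a share under 0.05. The grouping by the other drug, already a term of the fit, had to be left out for each drug, and for mTORi it is the BETp grouping with its own 292 genes. In the 17 refitted, 1 split for each drug, the real one, gave as many genes, with 2 as the highest other for BETp and 5 for mTORi. The remaining splits put unequal numbers of the lines on the 2 sides, and every split but the real one leaves some or all of the drug effect in the residual spread. With a library left out the real counts ran from 37 to 224 for BETp and from 1 to 7 for mTORi.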

How the results depend on the processing

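Rescaling without mitochondrial genes and the averaged effects were chosen after the data had been seen, and all other alternatives before. Genes called for the combination against vehicle changed in number. All 291 kept their sign under every alternative in which they were tested. This is a weak check, as called genes that moved the same way in both lines could hardly change sign. The SGOC call under the combination held under each alternative that compared it with other genes but the estimated correlation (adjusted p = 0.429), including quantile normalization (0.000173) and the list without PHGDH and PSAT1 (0.000872). Fry (0.0321) compares the list with no change, so it does not bear on that call. Where a library was left out, the lone library of its treatment was assumed to vary like the others. Depth is unknown, so its limits could not be tested. Except where the filter changes how many genes are tested or a left-out library reduces the samples, the cause was not tested.

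A pseudocount of 0.1 gave 0 calls for BETp against vehicle, 0 for mTORi, 86 for the combination (83 of them among the 291), 0 for the combination against mTORi, 0 for the line difference in BETp and 18 for the averaged mTORi effect. With it 319, 162, 538, 210 and 349 genes changed at least 2-fold the same way in both lines for BETp, mTORi and the combination against vehicle and the combination against BETp and mTORi. Without a filter there was 1 call for mTORi, 3 for the combination, 0 for the combination against mTORi, 0 for the line difference in BETp, and 40 and 2 for the averaged BETp and mTORi effects. With at least 5 TPM there were 657 for the combination (276 among the 291), 1 against BETp, 8 against mTORi, 37 and 9 for the line differences in BETp and mTORi and 476 and 483 for the averaged effects, and 48, 18 and 23 genes changed at least 2-fold for BETp, mTORi and the combination against BETp.

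Quantile normalization gave 1 call for mTORi, 21 for the combination, 0 for the combination against mTORi and 175 and 9 for the averaged effects. Robust eBayes without trend gave 1 for mTORi, 9 for the combination, 0 for the combination against mTORi, 1 for additivity and 74 and 1 for the averaged effects. Without the cell line block there were 0 calls for BETp, 0 for mTORi, 0 for the combination, 0 for the combination against mTORi and 0 and 0 for the averaged effects, and camera gave the inflammatory list the opposite direction under the combination without a call (adjusted p = 0.99), although its median stayed at -0.44 and ran from -0.55 to -0.40 with libraries left out. Rescaling without mitochondrial genes gave 97 calls for the combination, 30.9% of them higher, and 156 and 55 for the averaged effects.

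With each library left out in turn, counts ran from 0 to 4 for BETp, 0 to 4 for mTORi, 0 to 136 for the combination, 0 to 1 for the combination against BETp, 0 to 5 against mTORi, 0 to 1 for additivity, 0 to 0 for each line difference, 37 to 224 for the averaged BETp effect and 1 to 7 for the averaged mTORi effect. The SGOC adjusted p ran from 7.05e-05 to 0.00602. Lists that turned in some left-out fit had medians from -0.71 to 0.20 (mitosis) and -0.56 to 0.11 (replication) for BETp, and for mTORi from -0.40 to 0.56 (mitosis), -0.33 to 0.32 (replication), -0.65 to 0.10 (interferon) and -0.22 to 0.0375 (lysosome). For the combination against vehicle the interferon median stayed negative, from -1.02 to -0.31, so only its direction relative to other genes could turn. Against BETp the interferon median ran from -0.74 to 0.0705. For additivity the ranges were -0.41 to 0.36 (interferon), -0.13 to 0.20 (mitochondrially encoded) and -0.12 to 0.13 (SGOC).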

Other observations

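The averaged effects used in this part were chosen after the data had been seen. For BETp, LGALS9, which encodes a galectin, fell by 1.36 ± 0.21 on the log2 scale (limma adjusted p = 0.0338), and SUGCT, a glutarate CoA-transferase, fell by 1.36 ± 0.25 (adjusted p = 0.0448). The cytokine genes CCL26 (-1.25 ± 0.19) and EBI3 (-1.20 ± 0.15) also fell. For mTORi the metallothionein gene MT2A rose by 0.73 ± 0.11 (adjusted p = 0.0428), HLA-DMB, which loads peptides on MHC class II, fell by 1.18 ± 0.12 (adjusted p = 0.0274), and the exporter of conjugated bile constituents ABCC2 fell by 1.16 ± 0.12 (adjusted p = 0.029).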
